A study of Danio rerio with 12 samples. Its data were reported in "Translation of zinc finger domains induces ribosome collision and Znf598-dependent mRNA decay in zebrafish" (2024).

How the data were processed

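Total RNA from pools of zebrafish embryos was sequenced at 1 and 6 h post fertilization (hpf). Embryos were wild type of the AB strain or MZznf598, which lack functional Znf598 of both maternal and zygotic origin through a frameshift deletion in an early exon of znf598. Znf598 is a ubiquitin ligase that acts on collided ribosomes. The 1 hpf embryos precede, and the 6 hpf embryos follow, the maternal-to-zygotic transition (MZT), when maternal mRNAs are cleared and the zygotic genome is transcribed. Each of the 4 groups held 3 libraries, which gives 12 libraries, grouped by their labels.

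The deposited values are read counts per gene, 1 table per library. According to the study, the authors removed ribosomal RNA, prepared stranded single-end libraries, trimmed the reads, aligned them to GRCz11 with STAR, kept reads that aligned to 1 place with at most 1 mismatch, and counted them per Ensembl gene with featureCounts. The annotation release and the strand setting of the counting were not stated. Reads shared by near-identical paralogs are lost under this rule, and a strain that differs from the reference loses reads where it carries more than 1 mismatch. Each table held 25432 genes with whole numbers. Library totals ran from 7144704 to 12162660 counts. A floor of 3 counts, the upper limit on the expected number where 0 counts are seen, corresponds to 0.247 CPM (counts of a gene scaled by the library total) in the deepest library and 0.420 CPM in the shallowest. The floor covers counting error only. The libraries carried no molecular identifiers.

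Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes with more than 1 CPM in at least 3 of the 12 libraries were kept, which left 15829 genes and removed 9603. Library sizes were scaled by the trimmed mean of M values (TMM). A single quasi-likelihood model with 4 group means was fitted to all 12 libraries with the robust option and 8 residual degrees of freedom. The common biological coefficient of variation was 0.154. Comparisons were MZznf598 against wild type at 6 hpf and at 1 hpf, the interaction, which is the 6 hpf genotype difference minus that at 1 hpf, and 6 against 1 hpf within each genotype. Tests were 2-sided. All adjusted p-values of single genes are edgeR quasi-likelihood p-values adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p below 0.01. Fold changes are given on the log2 scale, with an approximate standard error (SE). The SE is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. CPM values are TMM-normalized and given as mean ± standard deviation (SD).

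Gene symbols came from a table of identifiers and names, which gave a symbol for 23608 of the 25432 genes and 15347 of the genes tested. Different identifiers may share a symbol. No genome or protein sequence was used here, so genes encoding C2H2-type zinc fingers (C2H2-ZF) were defined by symbol, as those beginning with znf, zbtb, klf, egr, sall, gli, ikzf, prdm or zic (361 tested). Genes encoding RING-type zinc fingers (RING-ZF) were those beginning with rnf, trim or march (122 tested). Members with clone-based or other names are missed by this definition. Shares of called genes were compared by Fisher's exact test against all tested genes with a symbol, with adjustment over 12 tests. Fold changes of a set were compared with those of other genes by camera of limma 3.58.1 with a preset correlation between genes of 0.01, adjusted over 10 tests, with fry and camera with an estimated correlation beside it. These tests were read at a p below 0.05. Genes were classed by the wild-type change from 1 to 6 hpf as maternal (log2 fold change below -1), zygotic (above 1) or maternal-zygotic (others).

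The tests, sets, thresholds and alternatives were chosen before the data were examined, except where a choice is said to have been made later. Genes are named if they are znf598, if the study's text names them as candidates or controls, or if they were among the 3 up and 3 down with the lowest adjusted p in a genotype comparison, with an absolute log2 fold change of at least 1 and no overlap between the CPM of the 3 and 3 libraries (no overlap rule for the interaction, and 2 up and 2 down for the wild-type change). The study chose its candidates from these same libraries. A gene at or under 3 counts in all libraries of 1 group is given as a lower bound. The bounds use the floor of 3 counts in TMM-normalized CPM. At 1 hpf it was 0.245 in wild type and 0.241 in MZznf598, and at 6 hpf 0.508 and 0.500.

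Replicate numbers were checked for pairing. Libraries of 1 genotype with the same number deviated from their group means together at both stages, with correlations across genes of 0.133 to 0.209 in the 6 pairs, against -0.17 to 0.07 for different numbers. The numbers therefore pair the stages within a genotype. Libraries of different genotypes with the same number had correlations of -0.09 to 0.07, so the numbers do not pair the genotypes. The labels give no sequencing batch. Replicates of a group correlated at 0.960 to 0.993 (log2 CPM, across genes), and no pair of replicates had counts as close as sampling noise alone would give (chi-square per gene of 2.72 to 24.9 over 12 pairs, where 1 is the level of sampling noise). Pairs with the third wild-type replicate of either stage had values of 15.2 to 24.9, and all other pairs 2.72 to 5.61.

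The steps were tested on simulated data with 200 changed genes at 6 hpf among 15829. Of changes of 1.5-fold, 2-fold and 4-fold, 16.4%, 44.8% and 78.8% were recovered, and 2 of 15268 unchanged genes were called. Among genes with a mean of at least 50 counts the recovered percentages were 23.9%, 67.4% and 100%. A simulated shift of 0.15 in a set of 361 genes gave a camera p of 5.51e-07 and an unshifted set gave 0.508. By fry the p-values were 5.16e-07 and 0.0769. Genes were drawn independently and libraries were not paired. The simulation therefore does not show how the set tests perform on correlated genes.

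Alternatives were other scalings (RLE size factors, upper-quartile factors), DESeq2 1.42.0, the edgeR likelihood ratio test, no filter, a minimum mean of 50 counts, a looser adjusted p of 0.05, a test against a 1.5-fold change, fits of the 6 libraries compared, a replicate block, each library left out in turn, and other sets, backgrounds and classes. A correction for GC content, sets from protein sequence and a split of C2H2-ZF genes by chromosome were not run, the last because 54.0% of the tested C2H2-ZF genes (195) could be matched to a chromosome. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.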

Results

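The 12 libraries measured mRNA abundance in whole embryos of wild type and MZznf598 at 1 and 6 hpf, with 3 libraries per group. Wild type had 11595660 ± 796821 counts per library at 1 hpf and 8366447 ± 1060393 at 6 hpf (SD, n = 3). MZznf598 had 11374921 ± 944834 at 1 hpf and 8038049 ± 671793 at 6 hpf (SD, n = 3). The shallowest library was the third replicate of wild type at 6 hpf, with 7144704 counts. The 10 genes with the most counts took between 1.45% and 4.87% of a library.

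The abundance of znf598 mRNA itself was examined first (ENSDARG00000014945). At 1 hpf, znf598 was 133 ± 7.38 CPM in wild type and 3.59 ± 0.126 CPM in MZznf598 (SD, n = 3), a log2 fold change of -5.21 (SE 0.21, edgeR adjusted p = 3.66e-08). At 6 hpf it was 92.3 ± 26.1 CPM in wild type and 9.33 ± 1.19 CPM in MZznf598 (SD, n = 3), a log2 fold change of -3.31 (SE 0.20, edgeR adjusted p = 1.45e-06). All 3 MZznf598 libraries were below all 3 wild-type libraries at both stages. The wild-type spread at 6 hpf came from the third replicate, which had 62.7 CPM against 112 and 103 CPM in the others. The genotype difference was smaller at 6 hpf than at 1 hpf by an interaction of 1.90 (SE 0.28, edgeR adjusted p = 0.00464). With the pairs of same-numbered libraries of a genotype as a replicate block, a choice made after the data were seen, the interaction was 1.94 with an adjusted p of 0.0130 and was not called. It was also not called in 7 of the 12 fits that each left out 1 library, in which the adjusted p ran from 0.00019 to 0.0244. The highest was without the second MZznf598 replicate at 6 hpf.

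**Figure D1:**
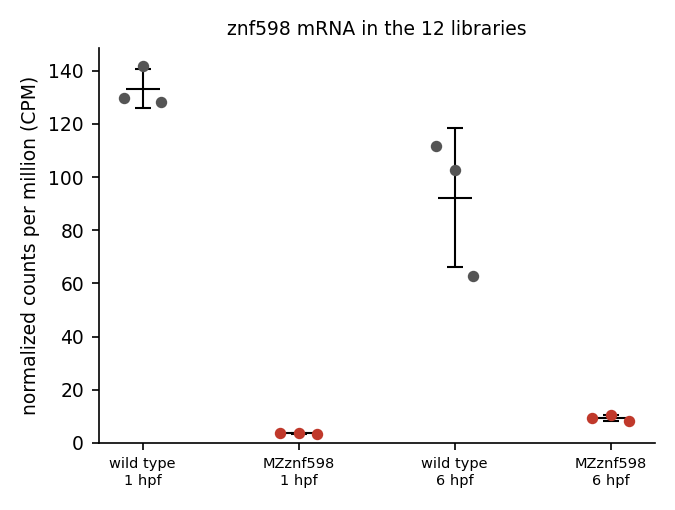
TMM-normalized CPM of znf598 mRNA (y axis) in the 4 groups (x axis). Points are the 3 libraries of a group, and bars give mean and SD. MZznf598 libraries lie at 3.59 CPM at 1 hpf and 9.33 CPM at 6 hpf on average, below every wild-type library of the same stage.

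The change over the MZT was measured in wild type to class genes by the origin of their mRNA. From 1 to 6 hpf, 5783 genes rose and 5366 fell of 15829 tested. The same comparison in MZznf598 gave 5746 and 5334 genes. The largest shift among the scalings came from RLE size factors, which moved the median log2 fold change of all genes from -0.02 to 0.12 and gave 6215 genes up and 4912 down. The genes with the lowest adjusted p among those that rose were slc13a4 (ENSDARG00000059053), at least 1179-fold higher at 6 hpf, and gna15.1 (ENSDARG00000016364), which went from 0.277 ± 0.0983 to 404 ± 45.2 CPM (SD, n = 3). Among those that fell they were pld1 (ENSDARG00000056228), from 122 ± 7.13 to 2.94 ± 0.199 CPM, and snx10 (ENSDARG00000004405), from 209 ± 4.33 to 26.2 ± 1.87 CPM (SD, n = 3). These 4 genes had edgeR adjusted p-values of 1.04e-13, 1.04e-13, 6.75e-13 and 2.58e-12. By the wild-type change, 4492 of the tested genes (28.4%) were maternal, 6753 (42.7%) maternal-zygotic and 4584 (29.0%) zygotic.

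To find mRNAs whose abundance differs without Znf598 after the MZT, MZznf598 was compared with wild type at 6 hpf. Of 15829 genes, 278 were called up and 277 down in MZznf598. By ratio, the test against a 1.5-fold change moved these counts most, to 64 up and 93 down, and an adjusted p below 0.05 gave 676 and 647. Leaving out 1 library gave from 127 genes up without the third MZznf598 replicate at 6 hpf to 404 without the third wild-type replicate at 1 hpf, and from 121 down to 486 down, the latter without the third wild-type replicate at 6 hpf. Among genes that rose, si:ch211-98n17.5 (ENSDARG00000105641) went from 1.47 ± 0.118 to 31.6 ± 4.08 CPM and si:ch211-86h15.1 (ENSDARG00000074098) from 92.1 ± 0.832 to 242 ± 16.9 CPM (SD, n = 3). ENSDARG00000114187, which has no symbol, had 0 counts in the wild-type libraries and was at least 132-fold higher in MZznf598. Among genes that fell, tgfbr2l (ENSDARG00000055136) went from 320 ± 67.4 to 0.645 ± 0.443 CPM (SD, n = 3). The gene cfap20dc (ENSDARG00000026086) had 0 counts in MZznf598 at both stages and was at least 68.6-fold lower than wild type at 6 hpf. In each of these genes all 3 libraries of MZznf598 lay beyond all 3 of wild type, and edgeR adjusted p-values ran from 1.14e-07 to 3.68e-06. Of the genes called down, 34 (12.3%) were at or under 3 counts in every MZznf598 library, and of those called up, 22 (7.91%) were at or under 3 counts in every wild-type library.

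At 1 hpf, before zygotic transcription, the comparison addresses the maternal mRNA pool. It gave 254 genes up and 353 down in MZznf598. By ratio, the counts moved most under the test against a 1.5-fold change, to 88 up and 153 down, and an adjusted p below 0.05 gave 562 and 668. Leaving out 1 library gave from 147 up without the first MZznf598 replicate at 1 hpf to 416 up without the third wild-type replicate at 1 hpf, and from 168 down without the third MZznf598 replicate at 1 hpf to 491 down. The clone-named gene ENSDARG00000028784 rose from 15.98 ± 4.71 to 174 ± 6.04 CPM (SD, n = 3). In MZznf598, si:dkey-253d23.3 (ENSDARG00000095643) was at least 95.03-fold and gad1 (ENSDARG00000093411) at least 67.4-fold higher than in wild type, where both were at or under 3 counts. Besides znf598, alpl (ENSDARG00000015546) fell from 10.2 ± 1.40 to 0.511 ± 0.114 CPM and ikbip (ENSDARG00000078520) from 44.3 ± 0.561 to 7.85 ± 0.648 CPM (SD, n = 3). All 3 libraries of MZznf598 lay beyond all 3 of wild type in each of these genes, with edgeR adjusted p-values from 6.17e-08 to 6.96e-07. Of the genes called down, 45 (12.7%) were at or under 3 counts in every MZznf598 library, and of those called up, 27 (10.6%) in every wild-type library.

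The calls of the stages were then set against each other. Of 555 genes called at 6 hpf and 607 at 1 hpf, 193 were called at both, where 21.3 would be shared by chance. Of these, 84 were up at both stages, 101 down at both and 8 changed in opposite directions. Of the 362 genes called at 6 hpf alone, 277 (76.5%) had the same sign at 1 hpf, against 63.7% of all genes tested. Across genes, which are not independent replicates, the genotype log2 fold changes at 1 and 6 hpf correlated with Pearson r = 0.480 and Spearman rho = 0.402 over all genes, and with r = 0.680 and rho = 0.707 over genes called at 6 hpf.

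**Figure D2:**
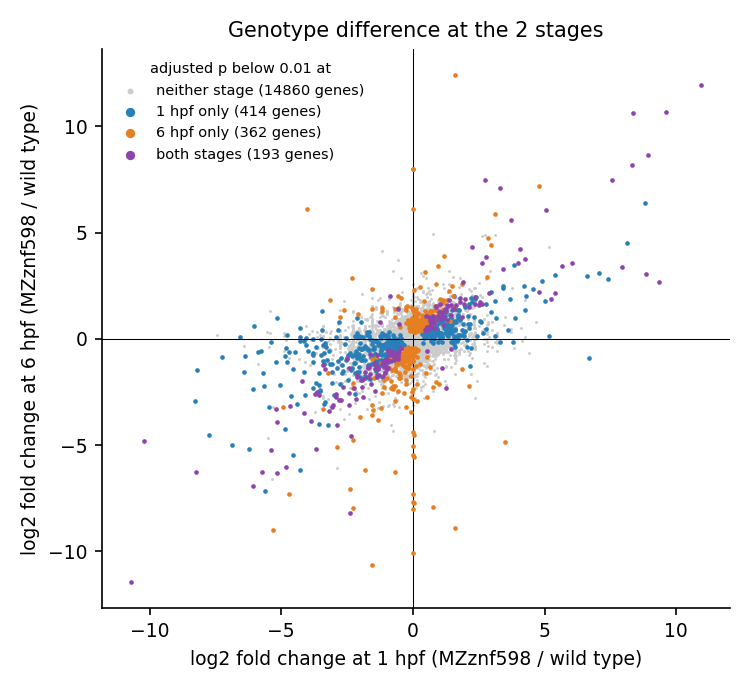
Log2 fold change of MZznf598 against wild type for each gene at 1 hpf (x axis) and at 6 hpf (y axis), from the fit of 12 libraries. Colors mark genes called at both stages (193), at 6 hpf only (362), at 1 hpf only (414) or at neither. Of the genes called at both stages, 185 lie where both fold changes have the same sign. Genes absent from 1 genotype have fitted values that depend on the prior count.

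Because a call at 1 stage alone does not show that the stages differ, the interaction was tested. It was positive for 45 genes and negative for 26, and 1746 genes had an unadjusted p below 0.05. The likelihood ratio test moved these counts most upward, to 166 and 127, and the test against a 1.5-fold change gave 23 and 5. With the same-numbered libraries of a genotype as a replicate block, a choice made after the data were seen, 23 genes were positive (21 shared) and 10 negative (10 shared). Without the third MZznf598 replicate at 6 hpf 23 genes were positive, and without the first MZznf598 replicate at 1 hpf 7 were negative. Without the third wild-type replicate at 1 hpf 81 were positive, and without that at 6 hpf 59 were negative. Of the 555 genes called at 6 hpf, 38 (6.85%) were called for the interaction, 23 of them among the 362 called at 6 hpf alone. The lowest adjusted p was that of alpl, with 73.8 ± 1.78 CPM in wild type and 104 ± 8.21 CPM in MZznf598 at 6 hpf (SD, n = 3), an interaction of 4.76 (SE 0.22, edgeR adjusted p = 3.00e-07). Interactions of si:ch211-86h15.1 and znf1185 (ENSDARG00000097086) were 1.97 and 3.10. The gene invs (ENSDARG00000002213) rose from 14.02 ± 3.10 to 33.6 ± 2.93 CPM between genotypes at 1 hpf and fell from 54.8 ± 7.38 to 11.1 ± 2.7 CPM at 6 hpf (SD, n = 3), an interaction of -3.56. Interactions of tp53inp2 (ENSDARG00000088178) and lpar2 (ENSDARG00000042561) were -1.96 and -1.10. These 5 genes had edgeR adjusted p-values from 2.92e-06 to 0.000364.

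The study asked whether genes encoding C2H2-ZF are over-represented among mRNAs raised in MZznf598. Of the 262 genes with a symbol called up at 6 hpf, 19 (7.25%) were C2H2-ZF, against 361 of 15347 tested (2.35%), with an odds ratio of 3.37 (Fisher's exact test, p = 1.47e-05, Benjamini-Hochberg adjusted p = 0.000176). The fits of the 6 libraries alone moved this share most, to 13.7%. DESeq2 called 35 C2H2-ZF genes up, the likelihood ratio test 39, an adjusted p below 0.05 gave 36 and the test against a 1.5-fold change 5. With 1 library left out, the number ran from 8 without the third MZznf598 replicate at 6 hpf to 26 without the third wild-type replicate at 1 hpf. Among genes called down 4 were C2H2-ZF (1.51%, Fisher's exact p = 0.536, adjusted p = 0.919), znf598 included. Adjusted over the list alone, 27 C2H2-ZF genes were up and 7 down. The study found this family on the same libraries, so these counts are not independent evidence. The median log2 fold change of the 361 genes was 0.15, against -0.02 for other genes, and 226 (62.6%) were positive. With genes at or under 3 counts set at their bound, the median was 0.14. The shift had a camera p of 0.000269 (Benjamini-Hochberg adjusted p = 0.00110). It was also past 0.05 by fry (p = 0.00166) and was not by camera with an estimated correlation (p = 0.0539). At 1 hpf the median was 0.02 (camera p of 0.757, adjusted p = 0.912), and 10 of 240 genes up (4.17%) and 7 of 338 down (2.07%) were C2H2-ZF. The interaction had a median of 0.10 with a camera p of 0.0621 (adjusted p = 0.155) and a fry p of 0.131, so a difference of the set between stages was not shown. Without the second wild-type replicate at 1 hpf this median was 0.05. Of the 43 genes with a symbol and a positive interaction, 4 were C2H2-ZF (znf598, znf970, znf236 and znf1185, 9.30%), an odds ratio of 4.29 (Fisher's exact p = 0.0181, adjusted p = 0.108). Their number was 8 by DESeq2, and 2 without the second wild-type replicate at 1 hpf or without any 1 of the 6 MZznf598 libraries. With the replicate block within genotype, znf598 and znf970 lost their calls (adjusted p = 0.0130 and 0.0174). Of the 4, znf598 and znf1185 had lower mean levels in MZznf598 than in wild type at both stages. For znf1185 these were 1.27 against 17.8 CPM at 1 hpf and 11.7 against 18.8 CPM at 6 hpf. For the 268 genes with a znf symbol alone, none of the p-values was adjusted. The same 4 had a positive interaction (Fisher's exact p = 0.00658), and 10 were among the 240 up at 1 hpf (odds ratio 2.50, Fisher's exact p = 0.00969). Their interaction had a camera p of 0.0422, a fry p of 0.123 and a camera p of 0.284 with an estimated correlation. At 6 hpf, 19 genes with a znf symbol were among the 262 up (odds ratio 4.66, Fisher's exact p = 1.77e-07). Their median log2 fold change at 6 hpf was 0.20. It had a camera p of 5.26e-06, a fry p of 0.000601 and a camera p of 0.0334 with an estimated correlation. For RING-ZF genes at 6 hpf the median was 0.01 (camera p of 0.574, adjusted p = 0.820), with 1 gene up and 2 down.

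**Figure D3:**
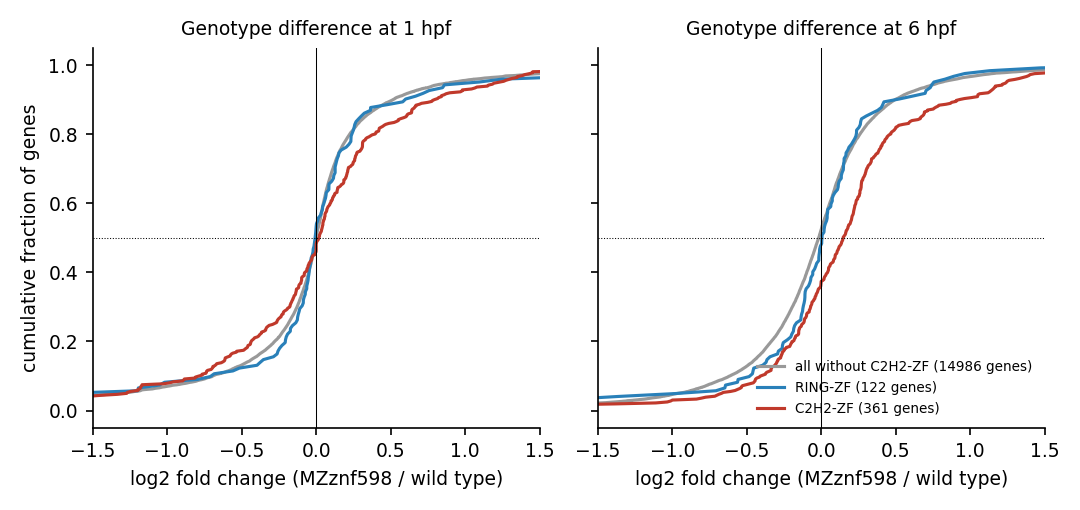
Cumulative fraction of genes (y axis) by log2 fold change of MZznf598 against wild type (x axis) at 1 hpf and 6 hpf for C2H2-ZF genes (361), RING-ZF genes (122) and all genes with a symbol that are not C2H2-ZF (14986). At 6 hpf the C2H2-ZF curve is shifted to the right, with a median of 0.15 against -0.02.

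The genes called up at 6 hpf were divided by class. Of 278, 72 (25.9%) were maternal, 143 (51.4%) maternal-zygotic and 63 (22.7%) zygotic. Of the 19 C2H2-ZF genes, none was maternal, 6 were maternal-zygotic and 13 (68.4%) zygotic. Of the 243 other genes with a symbol, 44 (18.1%) were zygotic, an odds ratio of 9.68 (Fisher's exact test, p = 6.91e-06). Among all tested genes, 194 of 361 C2H2-ZF genes (53.7%) were zygotic, an odds ratio of 2.99 against others. The difference among genes called up was not past 0.05 under the test against a 1.5-fold change (60% zygotic, Fisher's exact p = 0.323). Nor was it when MZznf598 replicates 1, 2 and 3 at 6 hpf were left out in turn, where 44.4%, 33.3% and 50% were zygotic (Fisher's exact p = 0.0910, 0.371 and 0.0529). The study took znf236 and znf970 from its maternal candidates, whereas both were classed as maternal-zygotic here. In wild type they fell from 63.2 to 38.9 and from 16.6 to 9.74 CPM between 1 and 6 hpf. Why the classes differ was not tested.

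Finally, mRNAs that the study followed individually were examined. By quantitative PCR in the study, injected full-length Znf598 lowered znf236, znf970, znf1093, znf1007 and znf292b in MZznf598 embryos. It did not lower ap3s2, mapk14b or piezo2. At 6 hpf, znf236 (ENSDARG00000095890) was 38.9 ± 5.03 CPM in wild type and 99.2 ± 7.12 CPM in MZznf598 (SD, n = 3), a log2 fold change of 1.35 (SE 0.11, edgeR adjusted p = 9.42e-06). The maternal mRNA ap3s2 (ENSDARG00000039882) rose from 7.23 ± 1.14 to 19.98 ± 0.741 CPM, a log2 fold change of 1.46 (SE 0.16, edgeR adjusted p = 0.000114). The C2H2-ZF gene znf970 (ENSDARG00000086494) rose from 9.74 ± 1.30 to 25.4 ± 2.69 CPM, a log2 fold change of 1.38 (SE 0.16, edgeR adjusted p = 0.000156). None of these 3 was called at 1 hpf, where the log2 fold changes were -0.26, -0.57 and 0.00. At 1 hpf, ap3s2 had an adjusted p of 0.0260 and was called lower in MZznf598 by DESeq2 (adjusted p = 0.00305) and by the likelihood ratio test (adjusted p = 0.00294). Their interactions were 1.62, 2.03 and 1.38, with edgeR adjusted p-values of 0.000129, 0.000353 and 0.00591. That of znf970 was not called with the replicate block within genotype (1.37, adjusted p = 0.0174), nor in 9 of the 12 fits without 1 library, with the highest adjusted p of 0.0281 without the first MZznf598 replicate at 6 hpf.

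The symbols mapk14 and piezo2 are each carried by a pair of genes, and which one the study followed was not determined. Of the mapk14 genes, ENSDARG00000028721 had a log2 fold change of 0.90 at 6 hpf (SE 0.10, edgeR adjusted p = 0.000156) and ENSDARG00000000857 of -0.15 (adjusted p = 0.508). Of the piezo2 genes, ENSDARG00000107086 was 1.53 at 6 hpf (SE 0.13, edgeR adjusted p = 1.51e-05) and already 0.86 at 1 hpf (adjusted p = 0.000509), and ENSDARG00000076005 was -0.32 at 6 hpf (adjusted p = 0.403). The gene znf1093 (ENSDARG00000112541) was 1.05 at 6 hpf (adjusted p = 0.00319) and 1.18 at 1 hpf (adjusted p = 0.00492). Its call was lost in 5 of the 12 fits without 1 library at 6 hpf and in 8 at 1 hpf, with the highest adjusted p of 0.0201 without the first MZznf598 replicate at 6 hpf and of 0.0214 without the third MZznf598 replicate at 1 hpf. Log2 fold changes at 6 hpf were 0.67 for znf1007 (ENSDARG00000074544, adjusted p = 0.00059) and 0.48 for znf292 (ENSDARG00000043973, adjusted p = 0.00109). The study followed znf292b, and as the name table holds only znf292 and znf292a, it was not determined whether znf292 is that gene. In each gene called at 6 hpf in this paragraph and the one before, all 3 MZznf598 libraries were above all 3 of wild type. No genotype difference was called at 6 hpf for znf292a, ddx4, actb1 or the 3 genes named gstm3. For actb1 the log2 fold change was -0.46 (adjusted p = 0.0645), and it was -0.63 and called without the third wild-type replicate at 6 hpf (adjusted p = 0.00155). Without the same library gstm3 (ENSDARG00000042533) was -0.53 and called (adjusted p = 0.00391). Copies of C2H2-ZF genes share sequence, and reads that fit more than 1 copy were not counted. The candidate znf1102 and 1 clone-named candidate were not analysed here.

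**Figure D4:**
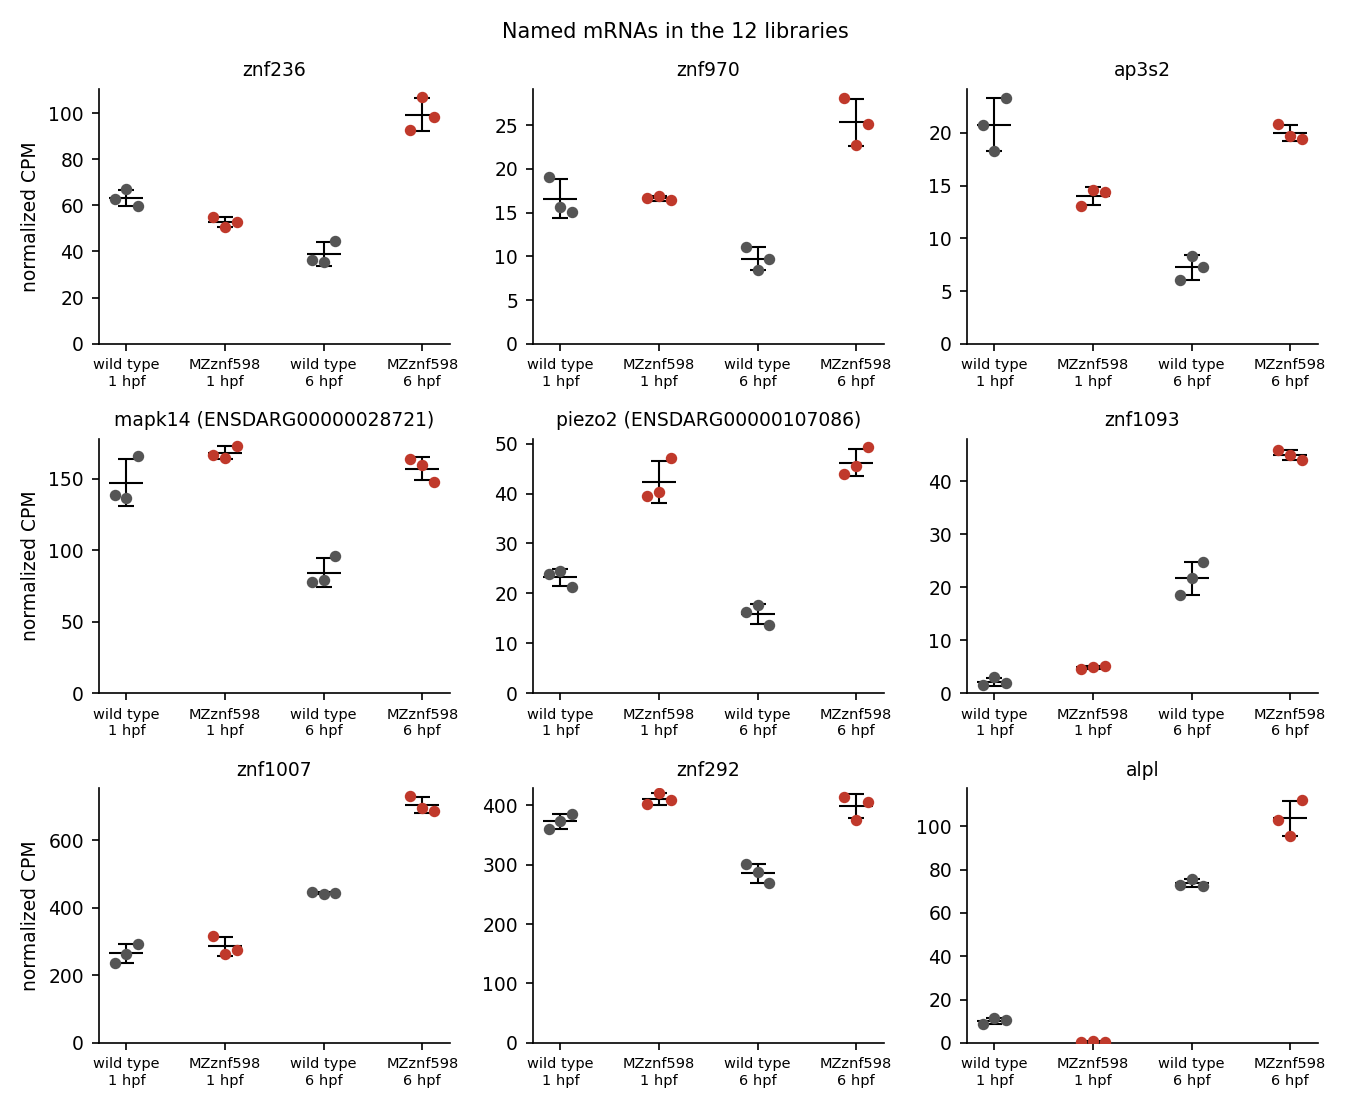
TMM-normalized CPM (y axis) in the 4 groups (x axis) of 8 mRNAs with symbols that match mRNAs followed by the study, for mapk14, piezo2 and znf292 without a settled identity, and of alpl. Points are the 3 libraries of a group, and bars give mean and SD. At 6 hpf the MZznf598 libraries lie above the wild-type libraries in all 9 panels, and at 1 hpf alpl is lower in MZznf598 (0.511 against 10.2 CPM).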

Values the study reported

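For the 6 hpf stage the study counted 15,245 expressed protein-coding genes, 882 of which encoded C2H2-ZF proteins by a PROSITE profile. It called 57 C2H2-ZF genes up and 18 down in MZznf598. C2H2-ZF genes made up 23.1% of the 247 protein-coding genes called up, against 5.79% of those expressed. It found positive fold changes for 61.6% of C2H2-ZF genes. It examined 74 maternal mRNAs that were up in MZznf598.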

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

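The tests of low counts in 1 group, of the size of the changes with 1 library left out and of the 10 most abundant genes were chosen only after the result was seen.

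The genotype difference changed between 1 and 6 hpf by the interaction test. It rose for 45 genes and fell for 26, and 1746 genes had an unadjusted p below 0.05. Of 100 splits of genotype within stage, drawn from 200, 2 gave as many genes, the real one and the one that exchanges the genotypes at 1 stage and so sums the genotype differences of both stages (1131 genes). Of the 4 splits that part as many pairs as the real one, only the real one gave as many. Splits other than these 2 mix the genotypes within a group, so genotype differences count as spread there and hold the calls down. The splits therefore do not decide whether the interaction calls exceed what no interaction would give.

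Of the 71 genes, 0 were under 10 counts in every library of a stage, which selection for a difference between genotypes favours. In at least 1 of the 4 groups, 14 of the 71 were under 10 counts in every library, alpl in MZznf598 at 1 hpf among them, so low counts in 1 group remain open for these. The other 57 had at least 10 counts in a library of each group. The share of the 10 most abundant genes differed between genotypes by at most 0.241 percentage points, which is too little to move the scaling. The number of calls rests in part on single libraries. Without the first MZznf598 replicate at 1 hpf or without the third at 6 hpf, 31 of the 71 genes were still called. In all 12 fits 71 of the 71 genes kept their direction and at least 0.5 of their log2 fold change, but they were selected for large changes, so this decides nothing about the size. With the pairs of same-numbered libraries as a replicate block, 23 and 10 genes were called.

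Named genes with a positive interaction were znf598 (1.90), ap3s2 (2.03), znf970 (1.38), znf236 (1.62), alpl (4.76), si:ch211-86h15.1 (1.97) and znf1185 (3.10). Those with a negative one were invs (-3.56), tp53inp2 (-1.96) and lpar2 (-1.10). The calls of znf598 and znf970 were lost with the replicate block within genotype (adjusted p = 0.0130 and 0.0174) and in 7 and 9 of the 12 fits without 1 library, with the highest adjusted p of 0.0244 without MZznf598 6 hpf replicate 2 and of 0.0281 without MZznf598 6 hpf replicate 1. For znf598, the ratio between genotypes at 1 hpf rests on 3.59 CPM in MZznf598 against 9.33 CPM at 6 hpf. A change in how strongly the mutant mRNA is degraded and new zygotic transcription remain open and were not tested.

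The maternal mRNA ap3s2 was lower in MZznf598 at 1 hpf (-0.57, adjusted p = 0.0260, not called, but called by DESeq2 with 0.00305 and by the likelihood ratio test with 0.00294) and higher at 6 hpf. In these libraries, a later or earlier stage of the embryos, a strain difference and a loss of mRNA decay remain open for single genes. They could not be separated here with 1 wild-type and 1 mutant line. The study addressed some genes by injecting Znf598 mRNA into MZznf598 embryos. Full-length Znf598 lowered znf236 and znf970, and a form without the RING domain did not. Neither ap3s2, mapk14b nor piezo2 was lowered by full-length Znf598, and the study proposes that these might be raised indirectly.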

How the results depend on the processing

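Of the alternatives, 4 were chosen after the data were seen: the replicate block within genotype, C2H2-ZF sets without prefix by-catch (glipr, zbtb8os, znfx1) and without znf598, and classes by the mean of both genotypes. Of 136 values of comparison results under other settings, 101 kept their direction and their side of the threshold, or a count within 1.5 times, 2 became weaker and 33 counts moved. Of 156 with 1 library left out, 122 held, 3 became weaker and 31 moved. No comparison result reversed. Counts for the change over the MZT in wild type stayed within 1.5 times under every setting, and the fold change of znf598 at 6 hpf kept its direction and its call in all 22 alternatives.

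The counts of called genes, up and down at 6 hpf, up and down at 1 hpf, and positive and negative for the interaction, moved with the test and threshold. DESeq2 gave 601, 510, 478, 576, 158 and 121 genes and shared with the counts given above 276, 274, 253, 351, 45 and 26. The edgeR likelihood ratio test gave 585, 538, 547, 659, 166 and 127. An adjusted p of 0.05 gave 676, 647, 562, 668, 115 and 91, by construction. The test against a 1.5-fold change gave 64, 93, 88, 153, 23 and 5, as smaller changes no longer count. Fits of the 6 libraries compared, with fewer residual degrees of freedom, gave 168, 176, 131 and 193 for the first 4. A mean of at least 50 counts gave 162 up and 228 down at 1 hpf, with fewer genes tested. Other causes were not tested.

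With 1 library left out, genes up at 6 hpf ranged from 127 (without MZznf598 6 hpf replicate 3) to 404 (without wild type 1 hpf replicate 3), and genes down from 121 (without MZznf598 6 hpf replicate 3) to 486 (without wild type 6 hpf replicate 3). At 1 hpf they ranged from 147 (without MZznf598 1 hpf replicate 1) to 416 up and from 168 (without MZznf598 1 hpf replicate 3) to 491 down, both upper values without wild type 1 hpf replicate 3. Positive interactions ranged from 23 (without MZznf598 6 hpf replicate 3) to 81 (without wild type 1 hpf replicate 3), and negative ones from 7 (without MZznf598 1 hpf replicate 1) to 59 (without wild type 6 hpf replicate 3). Leaving out wild type replicate 3 of either stage raised all 6 counts.

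The share of C2H2-ZF genes among genes called up kept its side of 0.05 in all 26 alternatives, from 5.12% without wild type 6 hpf replicate 1 to 13.7% in the fits of 6 libraries. Their median log2 fold change kept it in 23 of 24, and lost it with camera's estimated correlation, which changes the p alone (0.15, p = 0.0539). DESeq2, the likelihood ratio test, the looser adjusted p and the test against a 1.5-fold change give no set test of the median. The zygotic share of C2H2-ZF genes called up was weaker under the test against a 1.5-fold change (60%, Fisher's exact p = 0.323), where few genes were called, and ranged from 33.3% (without MZznf598 6 hpf replicate 2, p = 0.371) to 69.2% (without wild type 1 hpf replicate 3) over the 12 fits with 1 library left out. None of the 8 tests of gene lists passed under any setting run.

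The replicate block within genotype uses the 6 pairs and gave 23 positive (21 shared) and 10 negative interactions (10 shared). The calls of the interaction of znf598 and znf970 were lost with it (adjusted p = 0.0130 and 0.0174). Among the interactions of the other named genes it changed no call. A replicate block across all libraries, where the numbers do not pair the genotypes, gave 32 positive and 14 negative interactions and 220 up and 223 down at 6 hpf.

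Among 70 single gene results, 44 kept direction and side in every alternative and 26 changed in at least 1. Other settings gave 676 unchanged values, 12 weaker, 9 stronger and 4 reversed of 701. The test against a 1.5-fold change lost the calls of mapk14 (ENSDARG00000028721), znf292, znf1007 and znf1093 at 6 hpf. It also lost those of piezo2 (ENSDARG00000107086) and znf1093 at 1 hpf and of the znf598, znf970 and lpar2 interactions. The fit of 6 libraries lost the call of znf1093 at 1 hpf (adjusted p = 0.0649). With 1 library left out 787 were unchanged, 29 weaker, 3 stronger and 21 reversed of 840. All reversals concern log2 fold changes of -0.13 to 0.36 that were not called. For znf970 at 1 hpf the value was -0.0081 with upper-quartile factors, -0.0056 with a mean of at least 50 counts and -0.0046 in the fit of 6 libraries, and -0.063 to 0.118 with 1 library left out. The interaction of ddx4 was 0.0044 with the replicate block within genotype and -0.14 to 0.20 with 1 library left out. Other ranges with 1 library left out were -0.17 to 0.18 for ddx4 at 6 hpf (the latter without wild type 6 hpf replicate 3), -0.090 to 0.071 for ddx4 at 1 hpf, -0.020 to 0.087 for znf292a at 6 hpf, -0.098 to 0.0075 for mapk14 (ENSDARG00000000857) at 1 hpf, -0.16 to 0.078 for actb1 at 1 hpf and -0.48 to 0.079 for the znf1093 interaction. For gstm3 they were -0.059 to 0.30 at 1 hpf and -0.067 to 0.29 for the interaction (ENSDARG00000029473), and -0.020 to 0.60 for the interaction (ENSDARG00000088116). The causes were not tested.

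Small changes were often missed: in simulated data of this depth 16.4% of 1.5-fold changes were recovered, and 23.9% in genes with a mean of at least 50 counts. Depth was not varied, so what limits their recovery was not tested. A correction for GC content, alone or with the block, a minimum of 5 zinc finger matches and a set without chromosome 4 were not run, for lack of sequence or of matched genes.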

Other observations

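The tests of clone neighbours, of genes at the floor of 3 counts, of C2H2-ZF genes with counts at 1 hpf and of the spread within pairs were chosen only after the results were seen.

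The study defined C2H2-ZF genes by a protein profile. Here they were defined by symbol, which misses members with clone-based or other names. Shares in the study were over protein-coding genes, and here over genes with a symbol. The values below are therefore not like for like, and a lower one does not contradict the study. The number of C2H2-ZF genes tested here was 361. That is lower than the number the study reports. The number of C2H2-ZF genes called up at 6 hpf here was 19. That is lower than the study's number, as were the 35 by DESeq2 and the 39 by the likelihood ratio test. The number of C2H2-ZF genes called down at 6 hpf here was 4. That is lower than the study's number, as were the 8 by DESeq2 and the 9 by the likelihood ratio test. The share of C2H2-ZF among genes called up here was 7.25%. That is lower than the study's share. The share of C2H2-ZF among all genes tested here was 2.35%. That is lower than the study's share. The share of C2H2-ZF genes with a positive fold change at 6 hpf was 62.6% here. That is higher than the study's share.

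The MZznf598 line differed from wild type before zygotic transcription, and much of that difference was present at both stages (185 genes in the same direction). A candidate explanation is that the lines differ in strain background as well as in znf598. The correlation of the genotype differences at 1 and 6 hpf was 0.519 on log2 CPM, and the highest among 9 splits of the deviations of paired libraries was 0.226, which argues against spread shared by pairs as its whole source. Linkage to znf598, haplotype blocks elsewhere and co-regulated neighbours could not be tested in the GRCz12tu gene order, as 61.7% of the genes called at both stages had a place in it, under the 80% needed, so all 3 remain open. Of the 100 tested genes around znf598, 0 were called at both stages in the same direction, which excludes no linkage, since the median of 925 windows elsewhere was also 0.

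Neighbouring genes called together were looked for through genes named after the sequenced clone that holds them. Of 21 clone-named genes called at both stages in the same direction, 7 shared a clone with another such gene, in 3 clones, and the genes of each clone went in 1 direction. Among 10000 relabellings of the 1226 tested clone-named genes, 1 gave as many. They are si:ch1073-75o15.3 and si:ch1073-75o15.4, up in MZznf598, si:dkey-253d23.3 and si:dkey-253d23.4, up, and 3 genes of si:dkey-172k15, down. This is consistent with haplotype or copy number differences between the lines. Tandem copies regulated together, and reads that the 1-mismatch rule assigns to 1 copy, remain open.

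Of 77 cases in which a gene was at or under 3 counts in all 3 libraries of 1 genotype at 1 stage and called there, with counts in the other genotype at the other stage, 71 (92.2%) kept the direction at the other stage. Counts in the other genotype favour the same direction, and 185 of the 193 genes called at both stages kept it too, so this decides nothing. A haplotype, copy number or mapping difference and a lasting effect of losing Znf598 remain open for such genes (cfap20dc is one). A wild-type sibling of the mutant line would separate these.

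The C2H2-ZF shift at 6 hpf was weighed against technical sources. Among the 10 splits of the 6 hpf libraries 1, the real one, gave as large a difference of medians (0.164, highest other 0.118), and 3 against 3 libraries cannot give a smaller share. For calls between genotypes, 1 of 10 splits at 6 hpf and 1 of 10 at 1 hpf gave as many genes, and 1 of 10 for the stages in wild type, with 0 genes in every other split. The other splits mix genotypes or stages within a group, which adds to the spread, so their lack of calls decides nothing. Of 10000 random sets of like abundance, 0 had a median as high under any of 3 scalings. A scaling factor moves the set and the random sets together, so these draws do not test the scaling. They show that the set lay above other genes of like abundance, with genes treated as independent. A stage difference of the embryos would move zygotic and maternal genes apart. Zygotic genes without C2H2-ZF had a median of -0.037 and maternal ones of -0.032, but medians near 0 over genes that go both ways do not decide it. With genes classed by the mean of both genotypes, as in this whole test, the median of the 198 zygotic C2H2-ZF genes was 0.212, against 0.0954 for the other 163, and a stage difference remains open. Whether the shift was already there at 1 hpf cannot be told apart from one that arose later. The interaction medians of C2H2-ZF and other genes differed by 0.107 (camera p of 0.0621, fry p of 0.131), and for C2H2-ZF genes with a mean of at least 10 counts at 1 hpf by 0.0794 (camera p of 0.0395, fry p of 0.172), where the set tests part. The other 95 have too few counts at 1 hpf. Reads shared between C2H2-ZF paralogs, and strain differences in these repeated genes, were not tested and remain open.

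The number of maternal genes among the 278 called up was 72 by the wild-type change. As wild-type 6 hpf libraries enter both the class and the call, genes were classed again by the mean of both genotypes, which left 59, within the limit set for the test, and by MZznf598 alone, which left 51. The overlap of libraries explains part of the number at most.

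Gene lists fixed before the data were examined were tested for a shift in MZznf598, with Benjamini-Hochberg adjustment over 8 tests. At 6 hpf the integrated stress response (23 genes), p53 response (11), ribosome collision and quality control factors (22) and cytosolic ribosomal proteins (85) each had a camera adjusted p of 0.880, as did the stress response at 1 hpf. The medians were 0.01, 0.10, 0.03 and 0.01 at 6 hpf and -0.0012 for the stress response at 1 hpf. The p53 and collision lists at 1 hpf had medians of -0.01 and 0.03 (adjusted p = 0.880 for both). Cytosolic ribosomal proteins at 1 hpf had a median of 0.07 (camera p of 0.0288, adjusted p = 0.2303). No shift was detected, and members that go both ways may hide one at 6 hpf: trib3 was 0.49 and nupr1a -1.26, ascc2 0.49 and otud3 -0.93. The members called at 1 hpf were all lower in MZznf598: nupr1a (-1.38), otud3 (-0.56) and ascc1 (-1.71). The calls of nupr1a and otud3 were thus there at both stages. Adjusted over the list alone, these 5 genes were again the ones called. By western blotting at the later stage, the study found raised phosphorylation of eIF2α in MZznf598 embryos. The study reads this as implying that the integrated stress response is induced. The list here covers mRNA levels and not this phosphorylation, so the lack of a detected shift does not argue against that reading.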
